# The metabolic regulator USF-1 is involved in the control of affective behaviour in mice

**DOI:** 10.1038/s41398-022-02266-5

**Published:** 2022-12-01

**Authors:** Spyros Sideromenos, Maria Nikou, Barbara Czuczu, Nikolas Thalheimer, Anna Gundacker, Orsolya Horvath, Laura Cuenca Rico, Peter Stöhrmann, Marco Niello, Timo Partonen, Daniela D. Pollak

**Keywords:** Molecular neuroscience, Psychiatric disorders

## Abstract

Epidemiological studies indicate a bidirectional association between metabolic disturbances, including obesity and related pathological states, and mood disorders, most prominently major depression. However, the biological mechanisms mediating the comorbid relationship between the deranged metabolic and mood states remain incompletely understood. Here, we tested the hypothesis that the enhanced activation of brown fat tissue (BAT), known to beneficially regulate obesity and accompanying dysfunctional metabolic states, is also paralleled by an alteration of affective behaviour. We used upstream stimulatory factor 1 (USF-1) knock-out (KO) mice as a genetic model of constitutively activated BAT and positive cardiometabolic traits and found a reduction of depression-like and anxiety-like behaviours associated with USF-1 deficiency. Surgical removal of interscapular BAT did not impact the behavioural phenotype of USF-1 KO mice. Further, the absence of USF-1 did not lead to alterations of adult hippocampal neural progenitor cell proliferation, differentiation, or survival. RNA-seq analysis characterised the molecular signature of USF-1 deficiency in the hippocampus and revealed a significant increase in the expression of several members of the X-linked lymphocyte-regulated (xlr) genes, including *xlr3b* and *xlr4b*. Xlr genes are the mouse orthologues of the human FAM9 gene family and are implicated in the regulation of dendritic branching, dendritic spine number and morphology. The transcriptional changes were associated with morphological alterations in hippocampal neurons, manifested in reduced dendritic length and complexity in USF-1 KO mice. Collectively these data suggest that the metabolic regulator USF-1 is involved in the control of affective behaviour in mice and that this modulation of mood states is unrelated to USF-1-dependent BAT activation, but reflected in structural changes in the brain.

## Introduction

The global prevalence of two medical conditions constituting a major burden on public health systems is on unrelenting rise over the last decades: obesity-related cardiometabolic diseases and mood disorders. The escalating epidemic of these non-communicable diseases not only poses a significant socioeconomic problem associated with work disability, high treatment costs and an augmented risk for premature death, but also inflicts a severe load of pain and suffering on the affected individuals and their families. Both conditions are heterogeneous, multifactorial pathological states, not effectively or sufficiently medically controlled in a large percentage of patients, in part due to the still incomplete understanding about the underlying pathogenic mechanisms.

Major depression (MDD), currently worldwide the third-ranked cause of burden of disease and considered to be the top lead by 2030 [1], is often associated with an increased prevalence of several somatic conditions, including obesity and related metabolic diseases [2–5]. On the other hand, patients with an impaired metabolic status also show a higher incidence of MDD [6–9]. This bidirectional association has been quantified for obesity with MDD patients having a 58% increased risk of obesity and obese patients a 55% higher risk of depression [8].

The pathophysiological principles mediating these instances of comorbidity remain largely unrevealed, despite the known role of the brain in controlling food intake and energy homoeostasis [10–12] and the impact of body weight on brain health [13, 14]. Existing hypotheses to explain the bidirectional link between metabolic and mood disorders include a prominent involvement of glucocorticoids, which are tightly involved in the pathogenesis of both conditions [15, 16]. Other possible mediators are key hormonal regulators of metabolic processes, such as leptin and insulin [17–19]. At the cellular levels, alterations in adult hippocampal neurogenesis, closely linked to depression-like behaviour and the therapeutic effects of antidepressant drugs in a wealth of validated animal models (for review, see ref. [20]) are also related to metabolic disorders, including type 1 and type 2 diabetes (for review, see ref. [21]). Last, but not least, dysregulated circadian rhythms have been associated with the development of both mental [22, 23] and metabolic disorders [24, 25], and, interestingly, altered circadian rhythms are connected with impaired biological functions of several possible mediators of the comorbidity of mental and metabolic disorders, including glucocorticoids [26], insulin [27], leptin [28] and adult hippocampal neurogenesis [29, 30].

Since its identification and functional characterisation in adult humans [31, 32], the brown adipose tissue (BAT) has emerged as an important peripheral regulator of energy homoeostasis and metabolism. The inverse correlation between BAT and body weight or glucose levels has made BAT an attractive target in the therapeutic management of metabolic disorders, to enhance insulin sensitivity [33] and to lower the susceptibility for development of obesity [34]. In addition, high BAT activity has been proposed to promote brain health in people [35], but the influence of increased BAT activity on mental health may not be straightforward [36]. Whether an alteration of BAT activity is paralleled by the modulation of depression-like behaviour, has not yet been investigated.

Here, we used USF-1 (upstream stimulatory factor 1)-deficient mice (USF-1 KO) as model to test whether a genetic modification that results in constitutively heightened BAT activity [37] also impacts mood-related behaviours. We show that mice lacking USF-1 display a reduction of depression-like and anxiety-like behaviours in comparison to wildtype (WT) littermates, which persist even after bilateral removal of interscapular BAT depots (iBATx). The decrease in depression-like and anxiety-like behaviours in USF-1 KO mice is not paralleled by a modification of adult hippocampal neurogenesis, but by altered expression of molecular regulators of neuronal morphology and structural adaptations in hippocampal neurons.

This study firstly suggests the transcription factor USF-1 as a molecular hub between cardiometabolic and mental health, with USF-1 deficiency positively affecting both conditions.

## Materials and methods

### Animals

Heterozygous male and female USF-1 deficient mice on C57Bl/6JRccHsd background were obtained from the University of Helsinki [37] and used for breeding of WT and USF-1 KO mice. Mice were weaned at the age of 3 weeks and housed with same-sex littermates. Female and male littermates were used throughout the study. Two weeks before the onset of behavioural experiments, mice were single-housed. Since group-housed animals tend to huddle together they temperature of their immediate surrounding changes in an uncontrolled manner. Considering the temperature-dependent activation of BAT activity it was decided to single-house animals for the present experimental design in order to better regulate the thermal environment of the animals.

Mice were kept at the local animal facility under standard laboratory conditions at a 12:12 h light:dark cycle with food and water available ad libitum. Temperature was kept constant at 22 °C (±1 °C).

All animal experiments were conducted in agreement with the ARRIVE guidelines and the U.K. Animals (Scientific Procedures Act, 1986 and associated guidelines, EU Directive 2010/63/EU for animal experiments) and approved by the national ethical committee on animal care and use (Bundesministerium für Wissenschaft und Forschung: BMBWF-66.009/0175-V/3b/2019).

### Behaviour

#### Forced-swim test (FST)

The FST was carried out using an automated movement tracking software (VideoTrack v3, Viewpoint, Lyon, France) as reported earlier [38]. The test lasted 6 min and the relative immobility (%) of the last 4 min of the test was calculated and used as an index of despair-like behaviour.

#### Novelty suppressed feeding (NSF)

The NSF was conducted according to a published procedure [38]. Mice remained fasted for 24 h before the actual NSF test. Mice that lost more than 20% of their initial body weight during the food deprivation period were not included in the analysis. A food pellet was fixed on a paper and placed on the centre of a brightly illuminated (800 lux) arena filled with bedding. Mice were always placed on the corner of the arena and the latency to grab and start eating the food pellet was manually measured and used as relevant parameter. After the termination of the test, mice were transferred back to their home cage and given access to a food pellet for 5 min. The amount of food consumed in the home-cage environment was used to control for general changes in the appetitive behaviour.

#### Elevated plus maze (EPM)

Anxiety-like behaviour in the EPM was determined as previously described [39] using an automated tracking system (Videotrack v3, Viewpoint, Lyon, France). The light intensity was 50 and 10 lux in the open and closed arms, respectively. The total test duration was 5 min and the % of entries in the open arms (open-arm entries divided by total entries × 100) was calculated.

#### Sucrose preference test (SPT)

SPT was conducted as published previously [40]. Briefly, mice were presented with two bottles, one containing normal tap water and the other 2% sucrose solution. The volume of liquid consumption from each bottle was recorded for 3 h and used for the calculation of sucrose preference [volume of sucrose consumed divided by (volume of sucrose consumed + volume of water consumed) × 100], which was used as an index of hedonic behaviour.

#### Open-field test (OFT)

The OFT was utilised to assess locomotor activity [41]. Mice were placed in a rectangular arena (27.3 × 27.3 cm^2^) that was illuminated (300 lux). Locomotor behaviour was recorded for 30 min with an automated system (Activity monitor, Med Associates, St. Albans, VT, USA) and the total ambulatory distance was calculated.

#### Rotarod (RR)

The RR was employed to evaluate motor coordination [41]. Mice were placed on a rotating drum with the speed gradually increasing from 4 rounds-per-min to 40 rounds-per-min. Every mouse was subjected to RR test for three times with the inter-trial interval set to 30 min. The latency to fall from the rotating drum was automatically recorded (Med Associates, St. Albans, VT, USA). The averaged latency to fall in the 3 trials was calculated and used as an index of motor coordination.

#### Chronic corticosterone (CORT) treatment

A protocol of chronic corticosterone exposure was employed to experimentally induce a depressive-like state. Chronic CORT treatment was conducted according to previously published procedures [42, 43] using corticosterone hemisuccinate (Q1562-000, Steraloids, Newport, R.I, USA).

### Surgical removal of brown adipose tissue

Interscapular BAT (iBAT) was surgical removed in a cohort of female WT and USF-1 KO mice at 8 weeks of age as described [44]. Briefly, mice were deeply anaesthetised with isoflurane (4–4.5% for induction; 1.7–2.5% for maintenance; Forane, Baxter, Deerfield, IL, USA) and a small incision was made along the dorsal midline. iBAT was exposed and carefully removed. For sham-operated controls iBAT was exposed, but not removed. The health of all animals was closely monitored for two days after the surgical procedure and the body weight was measured. None of the mice lost more than 20% of the initial body weight or show signs of discomfort within two days after the surgery.

### Analysis of adult hippocampal neurogenesis

#### Neurogenesis paradigm and brain collection

To evaluate progenitor cell proliferation and the survival of newborn cells, two different protocols of BrdU injections were employed [45]. For the proliferation paradigm, 4 i.p. injections of 50 mg of BrdU (10 ml/kg, Sigma-Aldrich, St. Louis, MO, USA) were administered every 2 h and mice were sacrificed 24 h after the last injection. For the survival paradigm, mice were injected with 50 mg/kg of BrdU (10 ml/kg) twice per day, for 3 days, and sacrificed 14 days after the first injection. To harvest the brains, mice were deeply anaesthetised and transcardially perfused with 4% paraformaldehyde (PFA). Perfused brains were rapidly collected, stored for 24 h in 4% PFA at 4 °C and then kept in 30% sucrose solution for 48 h at 4°C. Brains were frozen in O.C.T. (Tissue-Tek, Fisher Scientific, Hampton, NH, USA) and maintained at −80 °C until further processing.

#### Immunofluorescence-histochemistry

Thirty micrometer coronal brain sections containing the hippocampus were cut on a Leica cryostat (CM1950, Leica, Wetzlar, Germany). Every 10th section was used for the quantification of BrdU-positive cells, according to a previous published procedure [46]. For the proliferation paradigm, free-floating brain sections were incubated with a mouse anti-BrdU antibody (1:300; Bio-Rad AbD Serotec, Kidlington, UK). For the survival paradigm, sections were incubated with a mouse anti-BrdU antibody (1:300; Bio-Rad AbD Serotec, Kidlington, UK) and, additionally, either with a rabbit anti-NeuN antibody (12943, Cell Signaling Technology, Danvers, MA, USA; 1:500) or with a rabbit anti-GFAP (G4546, Sigma-Aldrich, St. Louis, MO, USA; 1:500). Secondary antibodies were 488 goat anti-mouse (Thermofisher Scientific, Waltham, MA, USA; 1:500; proliferation paradigm), 488 goat anti-rabbit (Thermofisher Scientific, Waltham, MA, USA; 1:500; survival paradigm) and 594 goat anti-mouse (Thermofisher Scientific, Waltham, MA, USA; 1:500; survival paradigm). DAPI was used to stain cell nuclei.

Fluorescent pictures were acquired using a Carl-Zeiss Axiovert-Apotome System with the Axiovision software v4.8 (Oberkochen, Germany). For quantification of BrdU-positive cells, NeuN-positive cells and GFAP-positive cells, the acquired images were analysed in ImageJ [47]. The whole-dentate gyrus was selected and the total number of the BrdU-positive cells in the subgranular zone was counted. The number of the counted cells was normalised to the size of the counted area.

### Brain extraction and RNA isolation

Mice were killed by cervical dislocation and hippocampi were rapidly dissected out from the extracted brain and stored at −80 ˚C until further processing. RNA extraction was performed using miRNEasy Mini Kit (217004, Qiagen, Venlo, Netherlands) following the manufacturer’s instructions. Isolated RNA was further processed with the DNA-free™ Kit (Ambion, Austin, TX, USA).

### RNA-Seq and bioinformatic analysis

Samples were quality-checked using a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and showed RNA Integrity Numbers above 7.0. Library preparation and sequencing was performed as previously described [48]. Data were analysed on the Illumina Basespace platform (Illumina, San Diego, CA, USA) using the RNA-Seq alignment app and followed up using STAR aligner [49] and DESeq2 [50]. Raw *p*-values were corrected by applying the Benjamini-Hochberg method and a false discovery rate of 5% to produce *q-*values.

Genes that demonstrated a sufficient basal mean expression (higher than 100) and the magnitude of the expressional change was higher than 20% (+20% for upregulated and −20% for downregulated genes), were chosen for further analysis. Genes that fulfilled the mentioned criteria were sorted by the adjusted p-value and the top 100 were used for further bioinformatic analysis. The online free software Enrichr [51] was used to compute the Gene ontology (GO) molecular function, the GO biological function and the ENCODE and ChEA Consensus TFs from ChIP-X of the 100 most significant DEGs in the hippocampus of USF-1 mice.

The full mRNAseq dataset generated within this study is available online in the NCBI GEO (gene expression omnibus) functional genomics data repository under the accession number GSE204675.

### Quantitative real time-PCR

Nine-hundred nanograms of purified RNA was converted to cDNA with the RevertAid RT Reverse Transcription Kit (K1691, Thermofischer, Waltham, MA, USA). qRT-PCR was performed using the SYBR Green MasterMix (A6002, Promeg, Madison, WI, USA). β-actin was used as a housekeeping gene and the relative expression of the genes of interest was based on the ΔΔC(t) method [46]. The following primer sequences were used: xlr3b (forward: TTGATGCTGGTAGGGAGGACA, reverse: AGAACTTTGTTAGGTGGCTCTTC), xlr4b (forward: GTTGACCACTTCTTGAAAGTCCA, reverse: CAGAGAGTTTTCCAGCCTGTTT), β-actin (forward: ATG GTG GGA ATG GGT CAG AAG, reverse: TCT CCA TGT CGT CCC AGT TG).

### Analysis of neuronal morphology

#### Golgi-Cox staining

The FD Rapid GolgiStain^TM^ Kit (FD NeuroTechnologies, Columbia, MD, USA) was used for the Golgi-Cox staining procedure for neuronal reconstruction of hippocampal neurons in the hippocampus of USF-1 KO and WT mice following the manufacturer’s instructions.

#### Neurolucida reconstruction and analysis

Neurolucida 10 (MBF Bioscience, Williston, VT, USA) was used for the reconstruction of neuronal morphologies in the CA1 area of Golgi-Cox-stained brains as previously described [52]. Briefly, neuronal morphology was analysed from 8 to 14 neurons (Bregma 1.94 to −2.46 mm) per mouse (*n* = 2–4 mice/genotype). The number of spines was counted in 4 segments of primary and secondary dendrites per brain hemisphere.

### Statistical analysis

Sample sizes were determined according to own and other´s published results of comparable studies [38, 40, 41, 46, 48, 53]. During all experiments animals´ identities were numerically encoded, allowing the experimenter to be blinded to the genotype or experimental condition of each subject.

GraphPad Prism 7.0 (GraphPad Software, San Diego, CA, USA) was used for all statistical analyses and preparation of graphs. Data were tested for normality using the Kolmogorov–Smirnov test prior to further statistical evaluation. The Tukey’s box plot method for the identification of statistical outliers was applied. Two-way analysis of variance (two-WAY ANOVA) was employed for the data displayed in Figs. 1 and 2. Student’s *t*-test was used for the analysis of data represented in Figs. 3, 4, 5 and Supplementary Fig. 1.

**Fig. 1:**
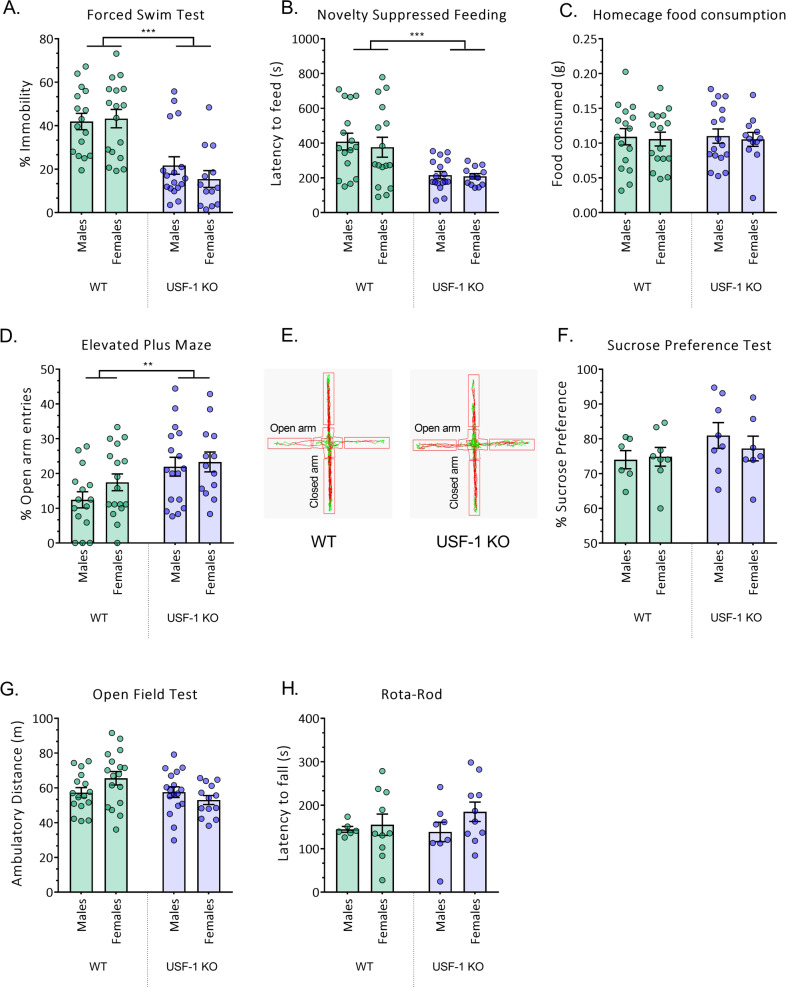
USF-1 deficiency ameliorates depression-like and anxiety-like behaviours. **A** Percentage (%) of immobility in the Forced Swim Test. **B** Latency to feed (s) in theNovelty Suppressed Feeding (NSF) test. **C** Post-NSF home-cage food consumption (g). **D** Percentage (%) of openarm entries in the Elevated Plus Maze (EPM). **E** Representative tracking images from the EPM. **F** Percentage (%) of sucrose preference **G** Ambulatory distance travelled in the Open Field (m). **H** Latency to fall (s) in the Rota Rod. All data are presented as mean ± SEM, *n* = 6–17 mice/group. Data are analysed by two-way ANOVA (genotype × sex). Only significant main effects of genotype are displayed; **p < 0.01, ***p < 0.001.

**Fig. 2:**
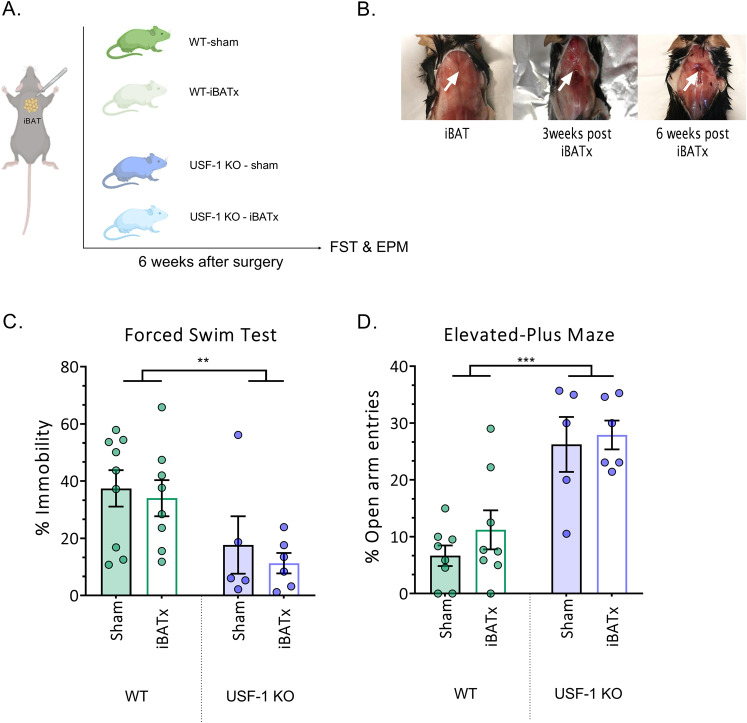
Surgical removal of interscapular BAT depots does not alter the behavioural phenotype of USF-1 KO mice. **A** Schematic illustration of the experimental procedure and timeline. WT and USF-1 KO mice were either subjected to surgical removal of interscapular BAT (iBATx) or to sham surgeries. The behavioural consequences of iBATx were evaluated 6 weeks after in the Forced Swim (FST) and Elevated Plus Maze (EPM) tests. **B** No sign of iBAT regeneration 6 weeks after surgical removal. **C** Percentage (%) of immobility in the FST. **D** Percentage (%) of open-arm entries in the EPM. Data are presented as mean ± SEM. Data were analysed by two-way ANOVA (genotype × iBATx). Only significant main effects of genotype are displayed. *n* = 5–9 female mice/group.; **p < 0.01, ***p < 0.001.

**Fig. 3:**
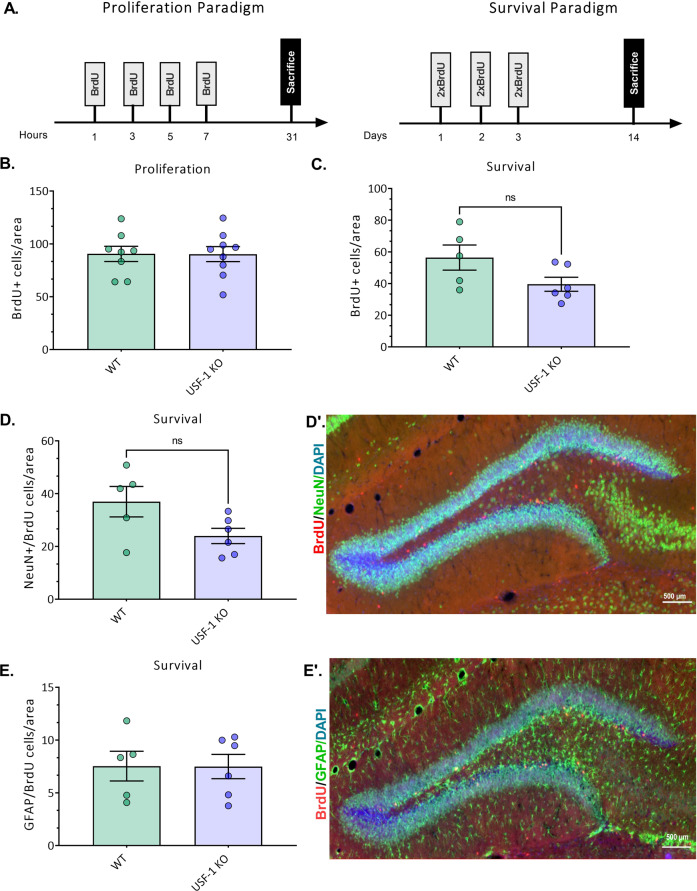
Adult hippocampal neurogenesis is not affected by USF-1 deficiency. **A** Diagrammatic representation of the experimental protocol. For the proliferation paradigm, mice were injected 4 times with BrdU, with a 2 h interval and euthanized 24 h after the last injection. For the survival paradigm, mice were injected twice daily, for 3 days and euthanized 14 days after the first injection. **B** Number of BrdU-positive cells in the proliferation paradigm, normalized to the size of the counted area. *n* = 8–9 mice/genotype (WT males:4; WT females: 4; USF-1 KO males:4; USF-1 KO females: 5). **C** Number of BrdU-positive cells in the survival paradigm, normalised to the size of the counted area. *n* = 5–6 mice/genotype (WT males:3; WT females: 2; USF-1 KO males:3; USF-1 KO females: 3). **D** Number of double-labelled BrdU and NeuN cells in the survival paradigm, normalised to the size of the counted area. *n* = 5–6 mice/genotype (WT males:3; WT females: 2; USF-1 KO males:3; USF-1 KO females: 3). **D’** Representative microscopy image of a WT hippocampus; Red: BrdU; Green: NeuN; Blue: Dapi; scalebar: 500 µm. **E** Number of double-labelled BrdU and GFAP cells in the survival paradigm, normalised to the size of the counted area. *n* = 5–6 mice/genotype (WT males: 3; WT females: 2; USF-1 KO males:3; USF-1 KO females: 3). **E’** Representative microscopy image of a WT hippocampus; Red: BrdU; Green: GFAP; Blue: Dapi; scalebar: 500 µm. Data are presented as mean ± SEM.

**Fig. 4:**
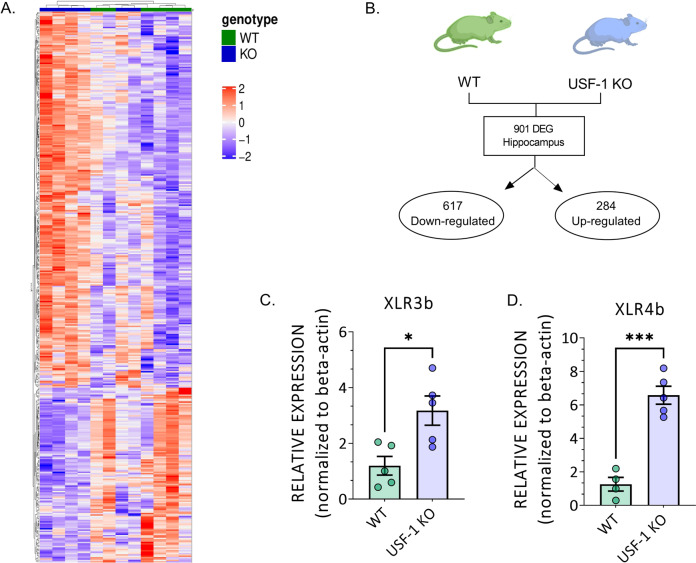
The transcriptomic profile of the USF-1 KO hippocampus presents with altered expression of Xlr genes. **A** Heatmap and **B** graphical illustration representing differentially expressed genes (DEG) in hippocampal tissue of USF-1 KO mice. **C** Relative hippocampal expression of xlr3b and **D** xlr4b in USF-1 KO and WT mice. *n* = 6 mice/genotype (WT males:3; WT females: 3; USF-1 KO males:3; USF-1 KO females: 3). Data are presented as mean ± SEM. Statistical significances resulting from student’s *t*-test are displayed; *p < 0.05, **p < 0.01, ***p < 0.001, n.s. not significant.

**Fig. 5:**
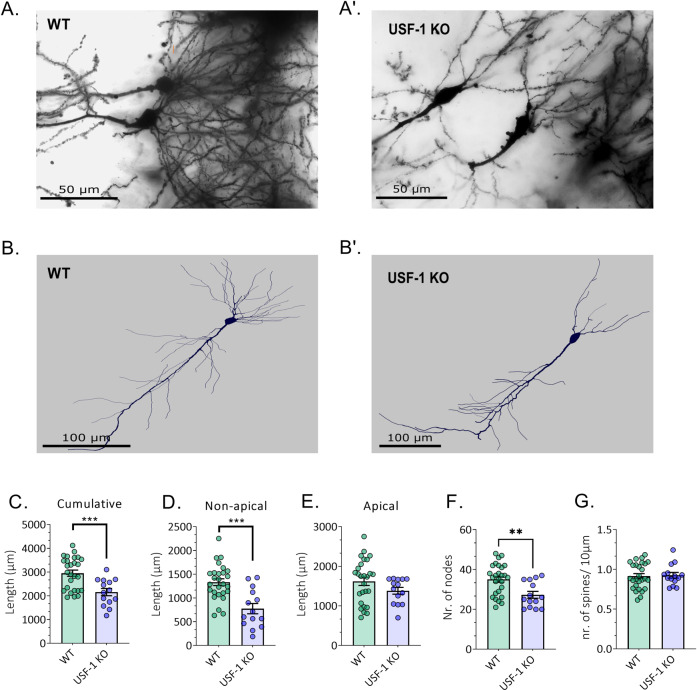
USF-1 deficiency leads to stubbed dendritic length and complexity. Examples of Golgi-Cox stained hippocampal brain sections of **A** WT and **A’** USF-1 KO mice (60× magnification; scalebar: 50 µm). Neurolucida reconstruction of pyramidal neurons in the hippocampus of **B** WT and **B’** USF-1 KO (scalebar: 100 µm). **C** Cumulative dendritic length (µm). **D** Length of non-apical dendrites (µm). **E** Length of apical dendrites (µm). **F** Number of nodes. **G** Spine density (nr. of spines/10 µm). Data are presented as mean ± SEM. *n* = 14–27 sections/ group. Statistical significances resulting from student’s *t*-test are displayed; **p < 0.01, ***p < 0.001.

## Results

### USF-1 deficiency ameliorates depression-like and anxiety-like behaviours

In agreement with the original publication [37] we found that adult female and male USF-1 KO have reduced body weight compared to their WT littermates, while food intake normalized to body weight was unaltered (Supplementary Fig. 1A, B). These results confirm the earlier reports and corroborate the enhanced metabolic activity in this model.

Also, in line with the published data we did not observe genotype-dependent differences in the relative distribution of the BAT mass, inguinal white adipose tissue (iWAT) and epididymal white adipose tissue (eWAT) in either female or male animals (Suppl. Fig. 1C–E). We then used adult female and male USF-1 KO and WT controls for a comprehensive behavioural characterisation in a battery of standard paradigms, with special emphasis on tests assessing emotional behaviours relevant to depression and anxiety. In the FST where immobility reflects behavioural despair in response to exposure to an acute inescapable stress situation, USF-1 KO mice of both sexes were less immobile than their WT littermates (Fig. 1A; main effect of genotype *F* (1,59) = 35.46; *p* < 0.0001; *n* = 13–17/group). Further, in the NSF, in which animals are faced with the stressful conflict of pursuing food under anxiogenic conditions, both female and male USF-1 KO mice presented with shorter latencies to begin eating in the centre of a brightly illuminated novel arena than their WT counterparts. This suggests that USF-1-deficient animals are more prone to resolve the ambivalent situation in favour of the active behaviour to feed, despite a fear-inducing environment (Fig. 1B; main effect of genotype *F* (1,57) = 18.46; *p* < 0.0001 *n* = 12–17/group). However, food consumption in the home cage measured immediately after the NSF did not reveal any difference between genotype in either sex, confirming that the phenotype of USF-1 KO mice in the NSF was not due to a baseline alteration in the drive to eat (Fig. 1C). Notably, the displays in the FST and the NSF are considered as distinctive depression-related behavioural dimensions [54].

We also found the genotype-specific differences in depression-related behaviour in the FST and NSF to persist after chronic corticosterone treatment, considered a rodent model of depression [42, 43] (Supplementary Fig. 2A, B).

Exposure to the EPM allows for the determination of anxiety-like behaviour under fear-inducing conditions [55, 56]. Here, a significant main effect of genotype was noted with female and male USF-1-deficient mice displaying less anxiety face to the more aversive illuminated arms than WT littermates (Fig. 1D, E; *F* (1,58) = 8.734; *p* = 0.0045; *n* = 13–17/group).

Interestingly, in the SPT, which probes hedonic behaviour when animals are left undisturbed in their home cage, female and male USF-1 KO mice were undistinguishable from WT controls, suggesting no effect of USF-1 deficiency under baseline conditions in the absence of an external stressor (Fig. 1F).

USF-1 KO mice of both sexes travelled similar total distances as their WT littermates in the OFT evidencing no differences in exploratory and locomotor activity between genotypes (Fig. 1G). Similarly, motor coordination was unaltered in female and male KO mice as determined by the latency to fall in the RR (Fig. 1H), jointly dismissing unspecific biases through general behavioural alterations on the performance of USF-1 KO mice in the depression-related and anxiety-related tests.

#### The surgical removal of interscapular BAT depots (iBATX) does not alter the behavioural phenotype of USF-1-deficient mice

In order to investigate whether the reduction in stress-related-negative valence behaviours directly resulted from the highly active BAT of USF-1 KO mice, interscapular BAT, the largest BAT depot in rodents [57] corresponding to supraclavicular BAT in adult humans [58, 59] was surgically removed in female USF-1 KO and WT mice (Fig. 2A, B). 6 weeks post iBATx or sham surgery all animals were tested in the FST and the EPM. No effect of iBATx was found in either genotype. Instead, the previously observed phenotype of USF-1 KO mice was confirmed, with reduced immobility in the FST (Fig. 2C; *F* (1,24) = 9.53; *p* = 0.<01; *n* = 5–9/group) and a higher percentage of entries into the open arms in the EPM (Fig. 2D; *F* (1,23) = 32.64; *p* < 0.0001; *n* = 5–9/group) in USF-1 KO mice. These results indicate that the behavioural phenotype resulting from USF-1 deficiency does not require the presence of iBAT in adult animals.

#### Adult hippocampal neurogenesis is not affected by USF-1 deficiency

Progenitor cell proliferation in the subgranular zone of the adult hippocampal dentate gyrus and survival of newly generated neurons has been strongly related to depression-like behaviour in different animal models [60]. We therefore sought to examine whether the reduction of depression-like and anxiety-like behaviour in USF-1 KO mice was also reflected in an alteration of adult hippocampal neurogenesis. We used BrDU-dependent immunofluorescence histochemistry and evaluated proliferation of progenitor cells and differentiation and survival of newly born cells in the dentate gyrus (Fig. 3A). The number of BrDU+ cells was comparable between USF-1 KO and WT littermate controls both 24 h (Fig. 3B) and 14 days after BrDU administration (Fig. 3C). Similarly, the rate of differentiation of newly born cells into neurons (as indicated by the presence of NeuN; Fig. 3D and representative image 3D’) or astrocytes (as indicated by GFAP staining; Fig. 3E and representative image 3E’) was not significantly different between genotypes, suggesting that the lack of USF-1 did not impact on the processes of adult hippocampal neurogenesis, and that neurogenic effects may likely not account for the behavioural phenotype of USF-1 KO mice.

#### Several members of the xlr gene family are upregulated in the USF-1 KO hippocampus

Considering that USF-1 is a ubiquitously expressed transcription factor and given that the behavioural phenotype of USF-1 KO mice appeared independent of the signals acutely deriving from BAT activity, we next decided to employ a hypothesis-free approach to reveal the molecular signature in the brain, paralleling the behavioural repercussions of USF-1 deficiency. To this end, hippocampal transcriptomic profiles were generated by mRNA sequencing and compared between USF-1 KO and WT controls (Fig. 4A). 

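Hippocampi of 6 WT and 6 USF-1 KO mice aged 3 to 4 months, 1 library per mouse, were sequenced; USF-1 is a transcription factor that binds the E-box CACGTG, and the KO mice lack its intact gene, Usf1. The sample labels give 4 females and 2 males among the WT mice and 2 females and 4 males among the USF-1 KO mice, whereas the legend of Fig. 4 gives 3 females and 3 males for each genotype. The female transcript Xist and the Y-linked gene Ddx3y matched the sex of the labels in 12 of 12 mice. According to the methods, the authors isolated RNA after cervical dislocation, obtained RNA integrity numbers above 7.0, aligned the reads with STAR and used DESeq2. The deposited values are DESeq2-normalised counts, that is, the reads counted on each gene divided by a single size factor per library, for 55487 genes with coordinates on GRCm38. The methods state neither the genome build, the read counter nor whether the counting used strand. In each library 100% of the values came out as whole multiples of a single step, so that the reads could be recovered. Between 23369928 and 32091173 reads per mouse were counted on genes in WT mice, with a median of 26767182, and between 21679622 and 30859179 in USF-1 KO mice, with a median of 24031310. The means, 27182900 reads in WT and 24853876 in USF-1 KO mice, were not told apart by a two-sided exact permutation test (p = 0.253). Genotypes were compared with limma on log2(normalised count + 1), with a mean-variance trend, genotype as the only term and Benjamini-Hochberg adjustment, in genes with a mean of at least 10 normalised counts. Log2 fold changes are on that scale.
The targeted gene, Usf1 (ENSMUSG00000026641), lies on chromosome 1 from 171411313 to 171419142 on the forward strand. Its normalised count was 1409 ± 284 (SD, n = 6) in WT mice and 141 ± 15.0 (SD, n = 6) in USF-1 KO mice, 9.98% of the WT level. The log2 fold change was −3.29 (standard error 0.14, adjusted p = 1.77e-08 from limma), with 6 of 6 KO mice below every WT mouse (two-sided exact permutation test, p = 0.00216, the smallest that 6 mice against 6 allow). Among the WT mice, the normalised count of Usf1 was 1505 in mouse 490, 1520 in mouse 522, 1583 in mouse 523, 1425 in mouse 547 and 1579 in the mouse with the highest number, but 842 in mouse 493. In the USF-1 KO mice it was 138 in mouse 482, 117 in mouse 484, 141 in mouse 488, 138 in mouse 530, 163 in mouse 553 and 148 in mouse 564. Every library therefore lay on the side of its genotype label, with WT 493 at 55.3% of the mean of the other WT mice. With each mouse left out in turn, the log2 fold change stayed between −3.43 and −3.24.

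**Figure D1:**
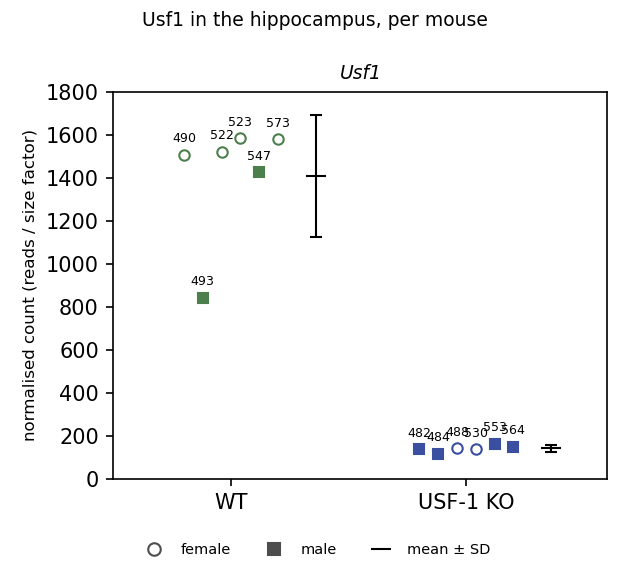
Normalised counts of Usf1 (y axis, reads divided by the size factor of the library) in the hippocampus of each WT and USF-1 KO mouse (x axis), with open circles for females, filled squares for males and bars for the mean ± SD of 6 mice. The KO mice sit between 117 and 163, and the WT mice sit at 1425 and above except mouse 493 at 842.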

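Reads fell on 34296 genes in at least 1 mouse, and 18221 genes passed the limit on the mean and were tested. Limma gave 164 genes with an adjusted p under 0.05, of which 29 were higher and 135 lower in USF-1 KO mice, so that 82.3% of them were lower. The median absolute log2 fold change was 0.41, and 150 of the 164 genes changed by less than 1. In 131 of the 164 genes the values of the 6 KO mice did not overlap with those of the 6 WT mice. Among all tested genes 273 had no overlap, where chance gives 0.216% of genes, or 39.4. Of the 164 genes, 6 lie on the X chromosome and 0 on the Y chromosome, where 2 of the 10 genes tested had an unadjusted p under 0.05 (limma). At an adjusted p under 0.05, the number of genes moved most with DESeq2 on the recovered reads, which called 602 genes (128 higher and 474 lower), 163 of the 164 among them. It also depended on single libraries, falling to 64 genes without WT 490 and rising to 515 without WT 522. With sex as a covariate 98 genes were called, 91 of them shared with the 164.
Among genes with a mean over 100 and no overlap between the genotypes, the largest fall was that of Dpp7 (ENSMUSG00000026958), which encodes a dipeptidyl peptidase and lies on chromosome 2 from 25352276 to 25356359. Its normalised count was 596 ± 41.0 (SD, n = 6) in WT mice and 53.4 ± 18.6 (SD, n = 6) in USF-1 KO mice, a log2 fold change of −3.54 (standard error 0.21, adjusted p = 8.25e-07 from limma). Zfp946 (chromosome 17, 22424222 to 22456689) went from 290 ± 13.7 to 134 ± 16.0, a log2 fold change of −1.11 (adjusted p = 6.68e-06 from limma). The next falls were those of Ucp2, Sgsh and Kcnk13, with log2 fold changes of −0.91, −0.80 and −0.74 and adjusted p from limma of 0.0213, 0.00305 and 0.0105. Each of these 5 genes was lower in 6 of 6 KO mice, and Ucp2 had 1206 normalised counts in WT 493 and 1063 in WT 490, against 593 to 746 in the other WT mice. Among the genes that rose by this criterion, Xlr3b rose most, by 1.74 on the log2 scale, and is described with its family below. Pgam2 (chromosome 11, 5801640 to 5803733) came next and went from 146 ± 17.7 (SD, n = 6) to 258 ± 40.2 (SD, n = 6). Its log2 fold change was 0.81 (standard error 0.11, adjusted p = 0.00289 from limma). Igsf9, which lies 1.06 Mb from Usf1, rose by 0.74 on the log2 scale (adjusted p = 0.00294 from limma), and C4b by 0.59 (adjusted p = 0.00283 from limma). C4b has a close paralogue, C4a, between which the counting could split reads. C4a rose as well, by 0.47 (adjusted p = 0.00636 from limma), whereas reads moved from C4a to C4b would lower it. Which of the pair changed stays uncertain. The unnamed transcript Gm29666 rose by 0.47 (adjusted p = 0.0250 from limma). Pgam2, Igsf9, C4b and Gm29666 were each higher in 6 of 6 KO mice. Without KO 564, the adjusted p from limma was 0.0657 for Ucp2 and 0.0698 for Gm29666, the highest over all alternatives, of which the lowest gave 1.29e-05 and 6.49e-04 (DESeq2).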

901 genes were found to be significantly differentially expressed (DEG) between genotypes in the hippocampus USF-1-deficient mice (Fig. 4B, full dataset in Supplementary Table 1).

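X-linked lymphocyte-regulated (Xlr) genes are a family of close copies on the X chromosome of GRCm38, and 6 of them were examined. Of the stretches of 75 bases in their transcripts, between 33.0% (Xlr3a) and 76.2% (Xlr5c) occur in another gene as well, so that the counts of single members are uncertain. Xlr3b (ENSMUSG00000073125, 73192207 to 73202930) had the highest counts, with 55.2 ± 31.3 (SD, n = 6) in WT and 167 ± 46.5 (SD, n = 6) in USF-1 KO mice, a log2 fold change of 1.74 (standard error 0.34, adjusted p = 0.0283 from limma). Xlr3a (ENSMUSG00000057836, 73086293 to 73097095) went from 16.3 ± 10.8 to 62.0 ± 21.2, a log2 fold change of 2.11 (standard error 0.42, adjusted p = 0.0303 from limma). Xlr3c (ENSMUSG00000058147, 73254540 to 73265390) went from 29.9 ± 14.2 to 82.3 ± 28.5, a log2 fold change of 1.52 (standard error 0.33, adjusted p = 0.0486 from limma). Xlr4b (ENSMUSG00000067768, 73214333 to 73222453) went from 12.4 ± 10.5 to 52.0 ± 26.3, a log2 fold change of 2.17 (standard error 0.50), which did not pass the threshold (adjusted p = 0.0664 from limma). Nor did Xlr4a (ENSMUSG00000079845, 73074345 to 73082478), which went from 6.00 ± 7.42 to 25.3 ± 10.5, a log2 fold change of 2.44 (standard error 0.57, adjusted p = 0.0687 from limma). Xlr5c (ENSMUSG00000067764, 73282896 to 73292976) had at most 1 read in any WT mouse and between 1 and 14 reads in KO mice, a mean of 7.18 normalised counts in the KO mice that was at least 2.48-fold higher than the limit of 3 reads in WT libraries. Its mean over all mice, 3.66, kept it out of the genes tested, and with no limit on the mean its adjusted p from limma was 0.0420. In each of the 6 genes, 6 of 6 KO mice lay above the WT mean. The genotypes did not overlap in Xlr3a, Xlr3b and Xlr3c (two-sided exact permutation test, p = 0.00216 for each), but did in Xlr4b and Xlr4a (p = 0.00649 for each by the same exact test). In Xlr5c they tied at 1 read, found in WT 490, KO 482 and KO 484, under the limit of 3 reads.
Thus 3 of the 6 genes passed the threshold over all genes tested, and 6 of 6 when adjusted over the list alone (largest adjusted p = 5.06e-04 from limma), which is not independent evidence since the study chose these genes on the same mice. The calls depended on the model and on single mice. With sex as a covariate 0 of the 6 genes passed, although the 5 tested had an unadjusted p under 0.05, adjusted p from limma between 0.0596 and 0.0985 and fold changes of the same sign, while DESeq2 on the recovered reads called 4. Across the fits that each left out 1 mouse, between 0 genes (without WT 490, for example) and 5 genes (without WT 522) passed, while in each of these fits at least 5 genes had an unadjusted p under 0.05. Over all alternatives the adjusted p of Xlr3b ranged from 7.80e-05 (DESeq2) to 0.0801 (limma without WT 490) and that of Xlr4b from 0.00160 (DESeq2) to 0.154 (limma without KO 553). The paper relates this family to chromatin and to the structure of neurons. After the rise of its members, the paper examined stained hippocampal neurons, and it bases the effect of USF-1 deficiency on their structure on those neurons. For Xlr3b and Xlr4b the paper also reports a significant rise by qRT-PCR, which was not examined here.

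**Figure D2:**
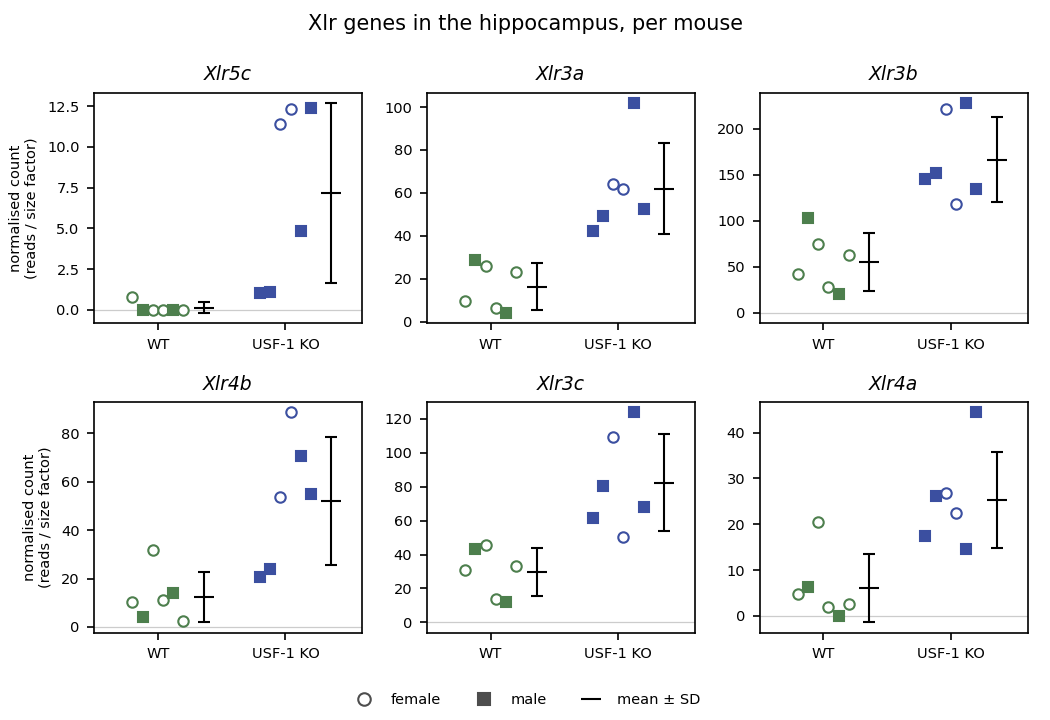
Normalised counts (y axes, reads divided by the size factor of the library, a separate scale for each gene) of the 6 Xlr genes in the hippocampus of WT and USF-1 KO mice (x axes), with open circles for females, filled squares for males and bars for the mean ± SD of 6 mice. The genotypes are apart for Xlr3a, Xlr3b and Xlr3c, overlap for Xlr4b and Xlr4a, and tie at 1 read for Xlr5c.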

A closer look at the list of DEGs revealed that the expression of several members of the X-linked lymphocyte-regulated (xlr) gene family was significantly upregulated in the USF-1 KO hippocampus: *xlr5c, xlr3a, xlr3b, xlr4b, xlr3c* and *xlr4a* (Supplementary Table 1). The xlr gene family comprises closely related genes, encoding similar proteins which are considered to be relevant to chromatin modification and have been recently discovered as important regulators of neuronal structure and function in the mouse brain [61, 62]. qRT-PCR confirmed the significant increase in the expression of *xlr3b* (Fig. 4C, *p* < 0.05, *n* = 5/group) and *xlr4b* (Fig. 4D, *p* < 0.0001, *n* = 4–5/group), which had been specifically identified as regulators of dendritic complexity, spine number and morphology [61].

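The criteria of the methods, a mean over 100 and a change of over 20% either way among genes past the threshold, left 94 genes in the comparison of normalised counts, fewer than the 100 that were to be ranked, so that all 94 were used. Of these, 18 were higher and 76 lower in USF-1 KO mice, and 87 are annotated as protein coding. Their median normalised count over the 12 mice was 433, their median absolute log2 fold change 0.47 and their largest adjusted p 0.0486 (limma). In 70 of the 94 genes the genotypes did not overlap. The set includes 7 of 35 genes of a lysosome list, 1 of 18 genes of an oligodendrocyte list, and 3 genes within 5 Mb of Usf1, whose place next to the targeted locus sets them apart. The 1 oligodendrocyte gene does not measure the shift of that list, of which all 18 genes were lower in KO mice. Their mean log2 value differed by −0.68 (adjusted p = 0.0298 by an exact permutation test), a result that depended on single mice. By DESeq2 on the recovered reads 275 genes met the criteria, 93 of the 94 among them. The number also moved with single mice, to 43 without WT 490 and to 262 without WT 522. The E-box CACGTG occurred in the first 200 bases of the longest annotated transcript in 11 of the 94 genes (11.7%), against 459 of the 12575 other genes with a mean over 100 (3.65%). The odds ratio was 3.50 (two-sided Fisher's exact test, adjusted p = 0.00466 over 20 comparisons of gene sets and hexamers). Random sets of genes of similar GC content held the E-box in 3.84% of genes on average (one-sided permutation test with 10000 draws, p = 7.00e-04). The hexamers GACGTC, GTCGAC, CTCGAG and AGCGCT, which contain the same bases, were found in between 0% and 4.26% of the 94 genes, against between 1.30% and 6.90% of the others. Sequence upstream of the transcripts and the libraries of gene terms and binding sites that the study queried were not used here.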

Additional bioinformatic analysis of the top 100 DEGs confirms most of the affected genes to be direct targets of USF-1 mediated transcription (Supplementary Fig. 3A) and suggests alterations in biological functions and molecular processes with relevance to dendritic outgrowth and complexity (Supplementary Fig. 3B, C).

#### USF-1 deficiency leads to stubbed dendritic length and complexity

We then went on to explore whether enhanced levels of xrl transcripts also related to alterations in neuronal structure in the USF-1 KO brain. To this end, we investigated neuronal morphology in in USF-1 KO and WT mice using single-cell reconstructions of Golgi-Cox stained hippocampal sections (Fig. 5A, B).

We focussed on pyramidal cells in the CA1, as previously the effects of xlr genes on neuronal structure in the cortex had also been examined in pyramidal cells [61]. We found a significant decrease in the cumulative dendritic length (Fig. 5C, *p* < 0.001, *n* = 14–27/group), specifically resulting from a highly significant reduction in the length of non-apical dendrites (Fig. 5D, *p* < 0.0001, *n* = 14–27/group), in line with previous observations related to increased expression of xlr3b and xlr4b [61]. Next, we asked whether USF-1 deficiency also impacted on dendritic arborisation and spine density. In comparison with WT controls, USF-1 KO neurons had a significantly lesser number of nodes (Fig. 5F, *p* < 0.01, *n* = 14–27/group), whereas no difference in spine density was observed (Fig. 5G). These observations demonstrate that lack of USF-1, concomitantly to the dysregulation of xlr gene expression, alters neuronal morphology in the mouse brain.

## Discussion

We here used a USF-1-deficient mouse strain as a genetic model to probe the consequences of constitutively activated BAT on affective behaviour, and to test the role of BAT activation as a mechanistic interrelator between metabolic and mood states. Combining behavioural, surgical and molecular tools, we demonstrate that absence of USF-1 positively modulates affective behaviour alongside its previously described beneficial impact on energy expenditure and lipid metabolism [37].

We postulated that, in analogy to the favourable shift in metabolic activity, the increase in BAT activity resulting from the lack of USF-1 may also lead to a reduction in the displays of negative affect in mice. Confirming our expectation, we found a significant reduction of depression-like and anxiety-like behaviours in USF-1 KO mice of both sexes. The performance of USF-1 KO mice differed from WT controls specifically under mildly stressful or anxiogenic conditions, suggesting the promotion of active coping strategies under trigger conditions and a modification of the corresponding phenotypic states, rather than a constitutive alteration of behavioural traits to result from USF-1 deficiency.

Considering our initial hypothesis, we went on to experimentally address whether the behavioural phenotype of USF-1 mice was a direct consequence of the highly active BAT, a hallmark of the USF-1-deficient mouse strain [37]. However, surgical removal of interscapular BAT did not affect the performance of either USF-1 KO or WT mice in the FST and EPM the two tests in which we had observed a salient USF-1-dependent behavioural phenotype. While these results strongly indicate that the behavioural phenotype of USF-1 KO mice is independent of their overactive BAT and may likely not result from direct BAT-to-brain effects, two major points have to be taken into consideration when interpreting these data: (i) Although no studies have yet specifically evaluated the ontogenetic profile of BAT activity in USF-1 KO mice, it is likely that the constitutive nature of the genotype may have also resulted in augmented BAT recruitment during development. Hence, we cannot exclude the possibility that increased BAT activity during earlier stages of development might have (directly or indirectly) induced persistent alterations contributing to the observed phenotype.

(ii) While iBAT is the largest BAT depot in rodents, other areas with BAT pads exist in mice and these regions were left intact during iBATx [63] and activity of these BAT depots may have contributed to behavioural alterations in USF-1 KO mice. It has to be noted that a recent study reports an increase in depression-like behaviour in WT mice subjected to iBATx [64], while we did not observe any behavioural of effects iBATx in either USF-1 KO or WT mice. This discrepancy may result from differences in the experimental design (behavioural testing 4 weeks or 6 weeks after iBATx), the sex of the animals, or housing conditions (group versus single housing).

In light of the strong experimental evidence linking adult hippocampal neurogenesis with depression and the effects of antidepressant treatments, we challenged USF-1 KO and WT mice with BrDU. However, as no differences between genotypes were observed for neural progenitor cell proliferation, differentiation, or the survival of newborn cells in the hippocampal dentate gyrus, we propose neurogenesis-independent mechanisms to underlie the behavioural phenotype of USF-1 KO mice.

Given that USF-1 is a ubiquitously expressed transcription factor likely directly and indirectly regulating the expression of a multitude of genes, we decided to employ an unbiased transcriptomic approach to shed light on the molecular processes accompanying USF-1 deficiency in the brain. RNA-Seq revealed the significant upregulation of several members of the xlr family of chromatin remodelling genes, the mouse orthologs of FAM9 gene family [61, 65], including xlr3b and xlr4b with specific functions in the regulation of neuronal structure and function [61, 62]. Indeed, we found that the increase in xlr3b and xlr4b expression in USF-1 KO mice was paralleled by modifications in the dendritic complexity. These observations are noteworthy as previously xlr3b and xlr4b over-expression was shown to impact the on the structure of cortical neurons [61], proposing xlr genes as downstream effectors of USF-1 in the brain. Related to the behavioural phenotype of US-F1 KO mice it is striking that in a mouse model of early life stress, a precipitating factor for the development of depression, reduced xlr4 levels in the brain of wildtype inbred mice of the C57Bl/6 strain was observed [62]. Together with our results, this suggests a bidirectional modulation of xlr4 gene expression in the context of depression-like behaviour, which warrants further targeted investigations.

No sex-dependent effects of USF-1 deletion were observed in the initial behavioural screen. In consideration of this aspect and against the background of the “3R policy” subsequently either males, females or mixed cohorts were used in order to reduce the number of experimental animals. However, given that a similar behavioural phenotype can have differing underlying molecular underpinnings and vice versa, this sex-specific mechanistic aspect remains unanswered and consitutes a limitation of the present study.

In summary, the findings of the present study identify USF-1 as a positive regulator of cardiometabolic health and behavioural functions related to active stress coping and depression-like behaviour, with a direct impact on the molecular and structural architecture of the brain. These data are also relevant in a translational framework, proposing that metabolic and mental disorders may, at least in part, involve common molecular mediators.

## Supplementary information

Suppl Figure 1

Suppl Figure 2

Suppl Figure 3

Suppl Figure Legends

Suppl Table 1

# Supplementary material for: The metabolic regulator USF-1 is involved in the control of affective behaviour in mice
**Source:** Transl Psychiatry. 2022 Dec 1;12:497. doi: 10.1038/s41398-022-02266-5
**Supplement:** Supplementary file 4 — Suppl Figure Legends

**Supplementary Figure 1. Body weight, food intake and fat composition of USF1 KO and WT mice.**

**A)** Body weight (g), **B)** weekly food intake normalized to body weight (grams of food/grams of body weight) **C)** relative interscapular BAT (iBAT) mass, **D)** relative inguinal WAT (iWAT) mass, **E)** relative epididymal WAT (eWAT) mass of WT and USF-1 KO mice, n=6-14 mice/ group. Data analysed with student’s t-test. Data are presented as mean ± SEM.

**Supplementary Figure 2. Behavioral effects of chronic corticosterone (CORT) treatment.**

**A)** Percentage (%) of immobility in the Forced Swim Test (FST). **B)** Latency to feed (s) in the Novelty Suppressed Feeding (NSF) test. Behavioral experiments were performed two weeks after the termination of the CORT exposure. All data are presented as mean ± SEM. Statistical significances resulting from student’s t-test are displayed; * p < 0.05. n= 8-12 mice/genotype (WT males:7; WT females: 5; USF-1 KO males:2; USF-1 KO females: 6). In NSF an outlier was detected and removed form the dataset (WT male).

**Supplementary Figure 3. Bioinformatic analysis of top 100 differentially expressed genes (DEG) in the USF1 KO hippocampus.**

**A)** ‘ENCODE and ChEA Consensus TFs from ChIP-X’ enrichment analysis of top 100 DEG. **B)** ‘GO Biological Process’ enrichment analysis of top 100 DEG. **C)** ‘GO Molecular Function’ enrichment analysis of top 100 DEG.

# Supplementary material for: The metabolic regulator USF-1 is involved in the control of affective behaviour in mice
**Source:** Transl Psychiatry. 2022 Dec 1;12:497. doi: 10.1038/s41398-022-02266-5
**Supplement:** Supplementary file 5 — Suppl Table 1

|               |                |             |              |           |           |
|---------------|----------------|-------------|--------------|-----------|-----------|
| Dpp7          | protein_coding | 324.9127972 | -3.477722008 | 7.56E-111 | 7.20E-107 |
| 4930447C04Rik | protein_coding | 85.09795122 | -3.77072194  | 5.37E-31  | 2.78E-27  |

How the deposited data were processed for this re-analysis (not part of the article)

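Hippocampal RNA of 6 WT and 6 USF-1 KO mice was sequenced, with 1 library per mouse and genotype and sex taken from the sample labels. The sexes of the labels differ from those of the legend of Fig. 4, and the labels were used wherever sex entered a fit. The deposited signal of each gene is a read count that the authors divided by a size factor of the library with DESeq2, after alignment with the RNA-Seq app of the Illumina Basespace platform and STAR. The methods and supplementary text give no version of these tools, genome build, annotation, counter or strandedness. Gene identifiers and coordinates were those of GENCODE M21 on GRCm38, to which the deposited coordinates correspond. In each of the 12 libraries 100% of the values were whole multiples of its smallest step, and dividing by that step gave back whole reads. The number of genes with reads per library ranged from 25258 to 26882. No pair of libraries was a repeat of the same library, since the lowest chi-square per degree of freedom between their counts was 5.27. All 12 columns of values were used. For the count of Usf1 in WT 493, a 95% Poisson interval is given, which covers counting error only.

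The main comparison was limma 3.58.1 in R 4.3.3 on log2(normalised count + 1), fitted with a mean-variance trend on all 12 mice with genotype as the only term, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes with a mean normalised count of at least 10 were tested. Tests, alternatives, lists of genes and the rule for naming genes were set before the data were examined, apart from those named in the closing section as chosen later. The alternatives were a pseudocount of 0.5 or 5, no limit on the mean or a mean of at least 50, libraries rescaled to the same total, quantile normalisation, sex as a covariate, limma without the trend, edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0 on the recovered reads, a threshold of 0.1, and leaving out each mouse in turn. Adjusted p that DESeq2 did not give, as for Xlr5c and Xlr4a, were left out. Genes were named when the paper's text names them, when they were among the 5 largest rises or falls of genes past the threshold with a mean over 100 and no overlap between the genotypes, or when they passed the threshold within 5 Mb of Usf1; the sex check used Xist, Ddx3y and other Y-linked genes. Uhmk1, F11r, Ttr, Enpp2, Mbp, Ugt8a, Gpr37, Cnp, Gaa and the neighbouring pairs of genes were chosen after their values were seen. C4a was named as the paralogue of C4b. The result of 1 further gene is not reported here.

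The steps were tested on simulated counts drawn from the means and depths of these libraries. With 200 genes changed 2-fold, limma recovered 197 (98.5%) and called 6 other genes among 18083, edgeR recovered 198 and called 9 others, and DESeq2 recovered 199 and called 30 others among 18221. With no gene changed, limma and edgeR called 0 genes and DESeq2 called 9. With 200 genes given a 4-fold interaction of sex and genotype, limma recovered 194 (97%) and called 17 others among 18093. The changed genes were all drawn from those with a mean over 100, and each gene was simulated independently. The real calls had a median absolute log2 fold change of 0.41, less than the simulated 2-fold change. These shares therefore do not describe smaller changes, genes of lower mean or shifts that many genes share.

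Scores of 11 lists of genes were compared between genotypes with two-sided exact permutation tests over the 924 assignments of 6 mice to each group, adjusted by Benjamini-Hochberg over the lists. A score was the mean over a list's genes of the log2 values, centred on each gene's mean over the 12 mice. The lists were written from general knowledge of marker genes of oligodendrocytes, oligodendrocyte precursors, astrocytes, microglia, endothelium, choroid plexus, excitatory neurons, inhibitory neurons and neurogenesis, and of lysosomal and immediate early genes; the hippocampus expresses genes of each list, and all genes of the lists passed the limit on the mean except 1 of the 12 neurogenesis genes. Shares of called genes near Usf1 and of genes with an E-box were compared with two-sided Fisher's exact tests. Promoter sequence was not used here, so the E-box was counted in the first 200 bases of the longest transcript in place of the region around the gene start. Random sets of genes were drawn 10000 times, in 10 bins of GC content where they were matched, and 100 of the 462 splits of the mice into equal groups were refitted. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.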

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

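The tests in this part on Usf1 in WT 493, on Uhmk1 in KO 530, on choroid plexus and white matter and on the other Xlr genes were chosen only after the result was seen. The highest or lowest mouse of a group stood apart by Dixon's criterion in 10 of 92 groups of 6 mice, against 4.6 that chance gives, and WT 493 was that mouse in 4 of the 10. The groups included genes that were chosen after their values were seen, Uhmk1 and Ttr among them, so that the number that chance gives is a lower limit.

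The normalised count of Usf1 in the mouse labelled WT 493 was 842, from 793 reads, against 1522 ± 64.6 (SD, n = 5) in the other WT mice. The 95% Poisson interval of its count, 784 to 902, ended below the lowest other WT mouse at 1425, which argues against counting error at the depth of this library. A candidate explanation is that this mouse carried a single intact copy of the Usf1 region. Called genes within 5 Mb of Usf1 would then lie midway between the genotypes as well, and over 13 such genes, called without this mouse, its median position was 0.486 on a scale from the KO mean (0) to the mean of the other WT mice (1). With each other WT mouse left out of the reference in the same way, the medians were 1.21 (WT 490), 1.08 (WT 522), 0.998 (WT 523), 1.05 (WT 547) and 1.04 (the remaining WT mouse) over 5 to 12 genes, and the position of Usf1 itself in WT 493 was 0.507. Of the 13 genes 7 lay near the middle, and the hypothesis was drawn from the same mice. RNA of a KO mouse mixed into the library would move genes elsewhere in the genome as far, and Usf1 would need a share of 49.3%. Of 16 genes elsewhere for which that level lay more than 3 SD from the mean of the other WT mice, WT 493 lay more than 2 SD beyond it on the WT side in 11 and on the KO side in 0, with 3 of the 16 on the KO side by less. Dpp7, for example, had 662 normalised counts in WT 493, against 322 for such a mixture and 557 to 630 in the other WT mice. These values argue against mixing as the cause of the level of Usf1. Over 150 called genes elsewhere the median position of WT 493 was 0.728, and 47 of the genes lay as low as Usf1. The other WT mice, each left out in the same way, had medians between 0.798 and 1.10, except WT 522 with 0.187 over 498 genes, although its position for Usf1 was 1.11. In all, 5 sets of such genes were looked at for WT 493, with medians from 0.692 (13 genes with changes above 1) to 0.941 (20 genes with the smallest p). A single copy stays open as a hypothesis. Without WT 493 the log2 fold change of Usf1 was −3.43 (adjusted p = 8.18e-12 from limma, lower in 6 of 6 KO mice), and over all alternatives the adjusted p ranged from 8.26e-117 (DESeq2) to 1.05e-06 (limma without the trend).

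In WT 493 the normalised count of Zfp946 was 264, against 289 to 304 in the other WT mice and 121 to 161 in KO mice, and that of Copa was 5310, against 5596 to 5757 in the other WT mice and 4591 to 5044 in KO mice. Copa lies 0.66 Mb from Usf1 and is among the 13 genes with the median position of 0.486, so a single intact copy of the region could account for Copa. Zfp946 lies on chromosome 17, outside the region, and no explanation was tested for it alone.

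In the mouse labelled KO 530 the normalised count of Uhmk1 was 7137, against 10330 to 12121 in the other KO mice and 7106 to 8251 in WT mice. Uhmk1 lies on chromosome 1 from 170193420 to 170215397, on the side of Usf1 with lower coordinates, and was not past the threshold over all mice (log2 fold change 0.43, adjusted p = 0.0722 from limma, higher in 5 of 6 KO mice). Without KO 530 its log2 fold change was 0.53 (adjusted p = 5.17e-04 from limma), the lowest adjusted p over the alternatives, which reached 0.167 without KO 564; it also passed with DESeq2 (0.00156) and without WT 522 (0.0407). On a scale from the other KO mice (0) to the WT mean (1), KO 530 lay at 1.15 for Uhmk1 and between −0.30 and 0.12 for the 5 other called genes near Usf1. A crossover between Uhmk1 and Usf1 on a single knockout chromosome would leave Uhmk1 midway, whereas KO 530 lay at 1.15. Both knockout chromosomes of this mouse would have to carry such a crossover. A single gene decides here, and no gene called without KO 530 within 5 Mb of Usf1 lies beyond Uhmk1, so that a crossover cannot be told apart from a difference of Uhmk1 alone.

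Among the Xlr genes, Xlr5c in WT 490 (0.795 normalised counts) stood apart as the single WT mouse with 1 read, where the others had 0, all under the limit of 3 reads. Xlr3a in KO 553 was 102, against 42.2 to 64.3 in the other KO mice, and all KO mice lay above the highest WT mouse at 28.7. Xlr4a in WT 522 was 20.4, against at most 6.37 in the other WT mice, within the KO range of 14.6 to 44.4. Without WT 522 the log2 fold change of Xlr4a was 2.88 (adjusted p = 0.00472 from limma), against adjusted p between 0.0431 and 0.160 in its other alternatives. Reads shared between near-identical genes could move such values from member to member. A median of 52.3% of the 75-base stretches of the 6 genes occur in another gene, which leaves this open, since the read counter and its treatment of reads with several matches are not stated. Of the 9 other Xlr genes with reads, 8 were higher in KO mice (two-sided exact sign test, p = 0.0391). They share stretches with the 6 genes, so that a common direction argues only weakly against chance, and a change in the family itself stays open.

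Ttr, the most abundant gene of the choroid plexus list, had 149554 normalised counts in WT 493 and 52017 in WT 490, against at most 1530 in the other mice of either genotype. Enpp2 had 73911 and 32980, against at most 5358. All 12 genes of the list were highest in WT 493 and next highest in WT 490, as choroid plexus tissue dissected with the hippocampus in these mice would give; the excess in WT 493 was between 1.78 and 3.54 times that in WT 490 for the 12 genes, with a median of 2.59. The list's score did not differ between genotypes (difference −1.30, adjusted p = 0.613 by the exact permutation test). The 6 KO mice lay below a WT mean that WT 493 (4.97) and WT 490 (3.66) raised, whereas the scores of the other WT mice, −1.56 to −0.52, lay within those of the KO mice, −1.62 to −0.06, so that no direction is read from them, and the difference was −0.44 without WT 493 and −0.70 without WT 490 (adjusted p between 0.459 and 0.894 over the alternatives). Such tissue is a candidate explanation for this list, of whose 12 genes 8 are in the paper's table, and it may raise other genes in these mice. Of the 164 differentially expressed genes, none of which is in the list, 6 were likewise highest in WT 493 and next highest in WT 490. The number that chance gives was not computed, so that these 6 do not show that such tissue raised other genes. With the choroid plexus score as a covariate 4 of the 6 were called, among them Ucp2 (log2 fold change −0.74, adjusted p = 0.00597 from limma, lower in 6 of 6 KO mice). The adjusted p of Ucp2 was 0.0587 without WT 490 and 0.0247 without WT 493, and between 1.29e-05 and 0.0657 over its alternatives. With that covariate, 100 of the 164 genes were still called, which argues against it as the cause of most of them.

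The oligodendrocyte score of WT 522 was −0.47, against 0.32 to 0.69 in the other WT mice and −0.64 to −0.08 in KO mice. Over all mice the difference between KO and WT mice was −0.68 (adjusted p = 0.0298 by the exact permutation test, 6 of 6 KO mice below the WT mean and 18 of 18 genes lower), and the adjusted p ranged from 0.00794 (without WT 522) to 0.0833 (without KO 553 or KO 564) over its alternatives, 10 of the 12 fits without 1 mouse giving more than 0.05. A different share of white matter in the dissected tissue would lower all genes of the list alike. In the list 3 genes departed from the shift of the rest by the exact permutation test (Gpr37 by 0.25, adjusted p = 0.0195, Ugt8a by −0.24, adjusted p = 0.0195, and Cnp by 0.08, adjusted p = 0.0390), each by less than the shift itself. Other cells that express a gene could make its shift smaller, as for Gpr37 and Cnp, but not larger, as for Ugt8a. Whether such dilution of the rest of the list set Ugt8a apart was not tested. A share of white matter and a lower expression in oligodendrocytes therefore cannot be told apart.

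The endothelial score of KO 553 was −0.16, against 0.004 to 0.08 in the other KO mice, within the WT range of −0.19 to 0.18, and no explanation was tested.

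Outside the 6 Xlr genes, 26 genes were past the threshold and higher in KO mice, which the paper's text does not discuss. Among them Pgam2, Igsf9 and C4b had the largest rises of genes with a mean over 100 and no overlap. Of 100 splits of the mice into equal groups, 2 gave as many called genes in all as the real one, which argues against chance in how the mice were grouped for the calls as a set, and no explanation was tested for these 26 genes alone.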

How the results depend on the processing

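The alternative of DESeq2 with a threshold of 0.1, the removal of GC and length trends and the choroid plexus covariate were chosen after the results were seen. Usf1 was past the threshold with a negative fold change under each alternative that was run. The share of called genes within 5 Mb of Usf1, 8.42%, stayed between 2.69% (20 Mb) and 13.7% (threshold of 0.1) and past the threshold of Fisher's exact test in each of its 5 alternatives.

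The main comparison gave 164 differentially expressed genes, 3 of 6 Xlr genes and 94 genes meeting the criteria of the top 100. These became 98, 0 and 60 with sex as a covariate and 109, 0 and 59 for limma without the trend, where in both cases 5 Xlr genes had an unadjusted p under 0.05. They became 602, 4 and 275 with DESeq2, 343, 5 and 161 at a threshold of 0.1, and 876, 5 and 343 with DESeq2 at 0.1; a higher threshold calls more genes by construction, and the causes of the other changes were not tested. Across the 12 fits that each left out 1 mouse, they ranged from 64 (without WT 490) to 515 genes (without WT 522), from 0 to 5 Xlr genes (5 without WT 522) and from 43 (without WT 490) to 262 genes (without WT 522). The cause of the rise without WT 522 was not tested. The other alternatives set earlier gave 120 (quantile normalisation) to 164 genes, and of the later ones the removal of GC and length trends gave 123 and the choroid plexus covariate 114. The median log2 fold change of all genes moved by 0.004 when libraries were rescaled to the same total and by 0.015 under quantile normalisation.

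The interaction of sex and genotype gave 0 genes in the main comparison and 1 gene without KO 482, and 0 in its other alternatives, including those that left out another mouse and could be fitted with at least 2 mice per group. Of the 11 lists 4 passed the threshold, 3 under quantile normalisation and within sex, and between 2 and 4 (2 without WT 490, for example) when each mouse was left out, with the cause not tested.

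The 4 results that reversed had main values between −0.04 and 0.05. The log2 fold change of Gfap was 0.01, and −0.031 under quantile normalisation, −0.0087 with sex, −0.0040 with edgeR, −5.02e-04 with DESeq2, and from −0.061 to 0.066 when each mouse was left out. The endothelial difference, −1.75e-04, became 0.0035 with rescaled totals, 0.031 under quantile normalisation and 0.020 within sex, and ranged from −0.037 to 0.035 when each mouse was left out. The immediate early difference became 0.017 as a median over genes and 0.073 within sex, and ranged from −0.14 to 0.16 (without WT 522). The neurogenesis difference ranged from −0.019 (without WT 522) to 0.077. The causes of these reversals were not tested. Among the 887 values of 43 results on single genes and lists, 102 no longer passed the threshold, 18 newly passed it and 23 reversed.

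No paired analysis was possible because the mice carry no replicate numbers shared between genotypes. The comparison of E-boxes around gene starts and its 6 alternatives were not run, since genome sequence was not used here. For Xlr5c, with at most 1 read in WT mice, the depth allows only a lower bound of the change.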

Differences from the paper's values

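The paper reports 901 differentially expressed genes, and limma on the deposited values gave 164. Of the alternatives set before the data were examined, only DESeq2 on the recovered reads, with 602 genes, came within 1.5 times the paper's number. DESeq2 with a threshold of 0.1, chosen after seeing the values, called 876 genes.

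The paper's Supplementary Table 1 holds 614 genes with an adjusted p under 0.05, against 164 here, and its largest adjusted p is 0.0998 by the paper's values, above the false discovery rate of 5% in the methods. DESeq2 with 602 genes and limma without WT 522 with 515 closed this gap, and none of the other alternatives set before the data were examined did. Of the table's genes 887 were matched by symbol, and for 886 of these DESeq2 on the recovered reads gave the p of the paper's table. Of the 885 that were also tested here, 884 had the same direction, and 161 of the 164 genes called here are in the paper's table.

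By the paper's table, the genes higher in USF-1 KO mice number 284 and those lower number 617, against 29 and 135 here. The table's numbers include genes with an adjusted p up to 0.0998 and those here only genes under 0.05, so the thresholds are unlike. For the higher genes none of the alternatives set before the data were examined closed the gap, and DESeq2 at a threshold of 0.1, chosen after seeing the values, gave 229. For the lower genes DESeq2 closed the gap with 474, the other alternatives set before the data were examined did not, and DESeq2 at 0.1, chosen after seeing the values, gave 647.

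The paper's log2 fold change of Xlr4b is 0.88, against 2.17 here. With a pseudocount of 5 (1.76), or without WT 493 (1.97), KO 530 (1.98) or the WT mouse with the highest number (1.86), the value came nearer. It then differed from the paper's by less than the SD of the log2 values between mice. None of the other alternatives set before the data were examined came as near. For Xlr4a the paper's value is 0.28, against 2.44 here. Among the alternatives set before the data were examined, only a pseudocount of 5 (1.61) came as near by this measure. The SD between mice is wider than the standard error of the change, 0.50 for Xlr4b and 0.57 for Xlr4a. None of these alternatives therefore closed the gap for either gene. DESeq2 on the recovered reads, with the p of the paper's table, gave 2.09 and 2.12 without shrinkage for these genes.

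The paper counts 6 Xlr genes as upregulated, with adjusted p in its table between the paper's 1.03e-04 and 0.0339, and 3 passed the threshold here. Xlr5c passed without a limit on the mean (adjusted p = 0.0420 from limma), although the depth allows only a lower bound of its change. Xlr3c did not pass in that fit (adjusted p = 0.0585 from limma, in alternatives that ranged from 4.64e-04 to 0.122), so that the number stayed at 3. Xlr4b passed with DESeq2 (adjusted p = 0.00160) and with limma without WT 522 (adjusted p = 0.00955), in alternatives whose adjusted p ranged up to 0.154. Xlr4a passed with limma at a pseudocount of 5 (adjusted p = 0.0431), under quantile normalisation (adjusted p = 0.0489) and without WT 522 (adjusted p = 0.00472), in alternatives that ranged up to 0.160. At a threshold of 0.1 Xlr4b and Xlr4a both passed with limma over all mice. At the threshold of 0.05 DESeq2 gave no adjusted p for Xlr5c and Xlr4a, and at a threshold of 0.1, chosen after seeing the values, it called 5 of the 6 genes.

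The methods rank the 100 genes with the smallest adjusted p, and 160 genes of the paper's table meet the criteria, against 94 here, of which 77 are among the first 100 of the table. A mean of at least 50 among the genes tested gave 100 genes, and more were given by DESeq2 (275), a threshold of 0.1 (161) and leaving out WT 493 (101), WT 522 (262) or KO 488 (117), as well as by DESeq2 at a threshold of 0.1 (343), chosen after seeing the values. The heatmap of Fig. 4A appears by eye to hold more genes with higher than with lower expression in KO mice, whereas 135 of 164 genes were lower here. The legend of Fig. 4 gives equal numbers of females and males per genotype, whereas the labels give 4 females and 2 males among WT and 2 females and 4 males among KO mice.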

Other observations

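The tests in this part on sex and choroid plexus as causes of the differentially expressed genes, on windows and distances around Usf1, on lysosomal genes with covariates and on neighbouring genes were chosen only after the result was seen, and the test of E-boxes was chosen after the genes were known but before its own result was seen; the set with a mean over 100 was added, and the background of the genes meeting the top 100 criteria changed, after a first result was seen.

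Of 100 splits of the 12 mice into 6 and 6, drawn from 462 and including the real one, 2 gave as many genes past the threshold as the real split. The other gave 311 genes and differed from the genotypes by exchanging WT 522 for KO 488, and 95 of the others gave 0 genes at the adjusted threshold. This share argues against chance in how the mice were grouped. The exchange of WT 522 for KO 488 goes with the 515 genes called without WT 522, and why WT 522 differs was not tested. The unequal numbers of females and males between genotypes could contribute, but with sex as a covariate 91 of the 164 genes were still called, and of the genes called then 0 lay on the X or Y chromosome, where 81 genes had an unadjusted p under 0.05. After removal of each library's trend with GC content and length, 115 of the 164 were still called. With the choroid plexus score as a covariate 100 were still called. These values argue against any of these as the cause of most of the calls, and the genotype stays open as the biological difference that the design names. The oligodendrocyte score, which differed between genotypes and set WT 522 apart, was not used as a covariate for the calls. A different share of white matter in the tissue therefore stays open as a cause of a part of them.

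No gene had a significant interaction of sex and genotype (0 genes at an adjusted p under 0.05, smallest adjusted p = 0.141 from limma), with 628 genes at an unadjusted p under 0.05 against 911 that chance gives. Without KO 482, 1 gene was called. In simulated data of this design 194 of 200 genes with a mean over 100 and a 4-fold interaction were recovered. Smaller interactions and genes of lower mean were not tested.

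Called genes were concentrated around Usf1. Of the 95 tested genes within 5 Mb, 8 were called (8.42%), against 155 of 18125 elsewhere (0.855%; two-sided Fisher's exact test, p = 2.17e-06). The share was 11.4% within 2 Mb and 4.81% within 10 Mb, and 5.26% with sex as a covariate. The genes were Igsf9, Adamts4 (log2 fold change −0.80), Ppox (−0.32), Nit1 (−0.31), Vangl2 (0.37), Copa (−0.24), Dcaf8 (−0.17) and Pigm (−0.28), with adjusted p from limma between 0.00294 and 0.0486 and each changed in the same direction in 6 of 6 KO mice. The calls of Vangl2, Dcaf8 and Pigm were lost without WT 490 among others, with adjusted p from limma of 0.140, 0.0962 and 0.107; over the alternatives these ranged from 0.00287, 1.61e-04 and 0.00368 (DESeq2) to 0.140, 0.0962 and 0.128. Of 17659 windows of this width around other genes, 30 (0.170%) held as large a share, which argues against a chance position. Sequence of another strain carried along with the knockout allele may change genes over several Mb. Within 1 Mb of Usf1 7 of 49 genes were called (14.3%), but from 1 to 5 Mb only 1 of 46 (2.17%; Fisher's exact test, p = 0.328) and from 5 to 20 Mb 1 of 240. Few called genes at these distances leave this explanation open, and a local effect of the allele on its neighbours cannot be told apart from it.

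Among 11 lists of genes, 4 had lower scores in KO mice by the exact permutation test adjusted over the lists. Beside oligodendrocytes these were oligodendrocyte precursors (−0.29, adjusted p = 0.0119), microglia (−0.19, adjusted p = 0.0298) and lysosomal genes (−0.21, adjusted p = 0.0119), each lower in 6 of 6 KO mice. The microglia difference did not pass under quantile normalisation (adjusted p = 0.107) or within sex (adjusted p = 0.0978) and lay above 0.05 in 10 of the 12 fits without 1 mouse (0.0556 without WT 490, for example), with a range from 0.00794 (without WT 493) to 0.107. The precursor and lysosome differences passed in each alternative, with adjusted p from 0.00794 to 0.0357 and to 0.0244. Of the lists' genes, 16 of 18 (oligodendrocyte), 6 of 12 (precursor), 3 of 12 (microglia), 20 of 35 (lysosome) and 1 of 12 (inhibitory neuron) are in the paper's table, and 0 of the astrocyte, endothelial, excitatory neuron, neurogenesis and immediate early lists. Past the threshold for single genes were 10 lysosomal genes and 1 oligodendrocyte gene, Ugt8a. Astrocytes (−0.05, adjusted p = 0.613), endothelium (adjusted p = 1), excitatory neurons (0.14, adjusted p = 0.295), inhibitory neurons (−0.06, adjusted p = 0.613), neurogenesis (0.05, adjusted p = 0.772) and immediate early genes (−0.04, adjusted p = 0.998) did not differ by the same exact test, with 4, 1, 1, 4, 2 and 3 of 6 KO mice below the WT mean. Actb (log2 fold change 0.10, adjusted p = 0.460), Gfap (0.01, adjusted p = 0.986) and Rbfox3 (0.19, adjusted p = 0.217), which encode actin, GFAP and NeuN, were not past the threshold of limma, with 5, 3 and 5 of 6 KO mice above the WT mean.

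Fewer microglia and oligodendrocytes in the KO samples could lower lysosomal genes. With the scores of both lists as covariates, the genotype difference of the lysosome score was −0.23 (permutation test with 100000 resamples, p = 0.0206), which argues against that as the whole cause. Gaa (log2 fold change −0.63, adjusted p = 4.51e-05 from limma) and Sgsh were lower in 6 of 6 KO mice. Lower transcription of lysosomal genes without USF-1 is a hypothesis that stays open.

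Genes lower in KO mice held the E-box CACGTG in the first 200 bases of the longest transcript in 22 of 135 cases (16.3%), against 625 of 18034 genes that were not called (3.47%; two-sided Fisher's exact test, adjusted p = 4.71e-08, odds ratio 5.42). Random genes of similar GC content held it in 3.70% of cases (one-sided permutation test, p = 1e-04, the smallest that 10000 draws can give). Restricted to a mean over 100, the share was 14.7% of 116 genes against 3.61% of 12530. The 4 hexamers of the same bases were found in between 0.741% and 2.96% of the lower genes, below their shares of between 1.21% and 6.19% in the other genes, and among the 29 higher genes 1 held the E-box. This is consistent with binding of USF-1 near the start of a part of the lower genes, a hypothesis that other proteins of the same binding site and the lower genes without this hexamer leave open.

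Outside 5 Mb of Usf1, 6 of 155 called genes had a called gene as their nearest tested neighbour. Random sets held 1.30 on average and at most 12 (permutation test with 10000 sets, p = 0.0140). This argues against a chance position for the 6 as a set, which includes an overlapping pair. No p was computed without that pair. Slc26a11 (−0.71) and Sgsh (−0.80) start 21 bases apart on opposite strands, and Gm30082 (−1.05) and Rad9a (−0.68) 117 bases apart. Uap1l1 (−0.65) lies 3530 bases from Dpp7 on the same strand, and Gm21811 (−0.39) 110948 bases from 6820431F20Rik (−0.37). Tmem202 (1.65) and Hexa (−0.41) overlap on opposite strands, and the counting is not stated to use strand. Reads of either counted for the other would move both the same way, so they do not account for these opposite changes. The sizes of the changes of these 2 of the 6 genes stay uncertain. Other explanations for the neighbours were not tested.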
